A study of Mus musculus with 5 samples. Its data were reported in "Cooperative regulation of Zhx1 and hnRNPA1 drives the cardiac progenitor-specific transcriptional activation during cardiomyocyte differentiation" (2023).

How the data were processed

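The series holds 5 ChIP-seq samples from CP cells derived from 46C mouse embryonic stem cells: ZHX1 ChIP in 46C-Ctrl, hnRNPA1 ChIP in 46C-Ctrl, hnRNPA1 ChIP in Zhx1-KO, and an input of each line. Groups were taken from the sample titles, with 1 library per group. Cells were fixed with formaldehyde, chromatin was sheared by sonication and the libraries were sequenced in paired ends. The 3 ChIP samples had a peak list each. The inputs had no file used here and entered no comparison.

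The authors trimmed reads with cutadapt 1.18, dropped reads under 50 bases, mapped them with Bowtie2 2.3.5.1 to GRCm38 (mm10, GENCODE M19), and removed unmapped reads, reads without a unique position and PCR duplicates. The submitters' processing notes also name BWA 0.7.12-r1039, with no role stated, and deepTools 3.3.0, which the study used to display signal. The peak caller, its threshold and whether the inputs served as background are not given in the sources used here. Each deposited list holds peak positions and a gene name per peak from 1 library, with no pooling, and it has no score, signal, fold or p-value per peak. Peak width therefore took the place of a score wherever peaks were ranked or divided, the fallback that had been fixed for this case. The lists carry no read counts, so the depth behind a peak is unknown, and a longer list can come from more reads, a looser threshold or more binding. Removal of reads without a unique position also limits what can be called in sequence that occurs more than once in the genome.

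Positions are given 1-based on GRCm38, and every peak lay within the GRCm38 chromosome lengths. Overlap of at least 1 bp counted as shared. For each pair of lists the shared number was set beside 1000 random placements of the peaks within their own chromosomes, and a fold is the observed number over the mean of the placements. Shares carry Wilson 95% intervals, and intervals of a fold scale the same interval. The control hnRNPA1 peaks found again in Zhx1-KO were compared between peaks with and without a ZHX1 peak, also within 10 deciles of peak width. Genes came from GENCODE M21. A promoter was 2 kb to either side of the TSS of any annotated transcript, which includes TSS inside a gene, and a promoter target was a protein-coding gene with a peak there. The expected overlap of target lists was the product of both numbers over all genes, and also the sum of that within strata of gene length and promoter CpG deciles.

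The gene lists, their members, the alternatives, the tests and the rule for named genes were fixed before the data were examined. The lists were cardiac progenitor regulators, cardiomyocyte contractile and calcium handling genes, mesoderm and primitive streak, pluripotency, endothelial, smooth muscle, fibroblast and feeder, neural, endoderm, Wnt pathway, TGF-beta and Smad pathway, hnRNP and splicing factors, Zhx family and NF-Y, ribosomal proteins, histones by symbol (variants such as H2afz included), and olfactory receptors as a negative control. Some genes stand on more than 1 list, among them Foxa2, Sox17, Gata4, Gata6 and Tbx3. Each list's number of promoter targets was ranked among 10000 random lists of the same size with the same deciles of gene length and promoter CpG number. Random lists that tied with the observed number counted at their midpoint. Random lists were not matched on the number of TSS of a gene, which sets how much promoter sequence it has, or on chromosome. The percentile describes these libraries and is not a p-value. Named genes were Zhx1, Hnrnpa1, Mef2c, Src and Epas1, up to 4 members per list in each class (both control lists but not Zhx1-KO, all 3 lists, Zhx1-KO only) in the order of the list, and the genes at the 10 widest promoter peaks of each library, of control hnRNPA1 peaks with a ZHX1 peak and none in Zhx1-KO, and of Zhx1-KO only. Some genes that this rule picked are not reported here.

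Sequence under the peaks was compared with 3 windows per peak of the same width and chromosome, chosen from 200 random candidates as the closest in GC content. Motifs were TAGGG, the DNA form of the core hnRNPA1 site in RNA, a G-quadruplex motif of 4 runs of at least 3 G with loops of 1 to 7 bases, and CCAAT, the NF-Y site, each on both strands. Copy number in the assembly was the median, over the 32-base words of a peak, of how often each word occurs in GRCm38 on either strand. A median of 2 or more was called multi-copy. The names in the deposited lists were compared with the nearest TSS of curated RefSeq transcripts. Peaks per Mb on each chromosome were set beside 1 Mb windows of the other autosomes with the same number of genes.

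Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9 were used. The steps were tested on simulated data. With 400 shared positions planted among 14662 peaks, the excess over random placement recovered 401 on average over 20 runs (384 to 415), and lists with none planted gave 0.848 to 1.23-fold. Of 200 random gene lists 2% fell outside the central 95%, and 100% of the planted lists fell above it. All 500 planted motifs and all 1000 planted copy numbers were found. Alternatives covered the overlap rule, the width and length of the lists, the placement, the promoter window, the gene list matching, the window matching and the peak centre. Those on the local placement, the deposited order, positions in all 3 lists, the deposited names and multi-copy peaks were chosen after seeing the data.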

Results

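ChIP-seq recovers DNA with an antibody against a protein bound to it and sequences that DNA, and a peak is a stretch of genome where the recovered reads pile up. Here it was done at the CP stage of cardiac differentiation from 46C mouse embryonic stem cells, in unedited cells (46C-Ctrl) and in Zhx1-KO cells, whose Zhx1 gene was targeted near its start and stop sites. Zhx1 encodes a zinc finger and homeobox protein, and hnRNPA1 is an RNA-binding protein best known for its part in splicing. The 3 peak lists came from ZHX1 ChIP in 46C-Ctrl, hnRNPA1 ChIP in 46C-Ctrl and hnRNPA1 ChIP in Zhx1-KO, and the 2 input samples were not analysed here. Each group had 1 library, so there was no replicate and no difference between conditions could be tested. The lists give positions without read counts, the depth is unknown, and all intervals are Wilson 95% intervals that cover counting error only.

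The targeted gene was looked at first. Zhx1 (GRCm38 chromosome 15, 58047003 to 58076541, minus strand) held 1 ZHX1 peak in 46C-Ctrl, in an intron at 58056874 to 58057324, and no hnRNPA1 peak in either line. The nearest Zhx1-KO hnRNPA1 peak lay outside the gene at 58079153 to 58079376, 2.72 kb from the TSS. With no hnRNPA1 peak in the gene in 46C-Ctrl either, the absence of one in Zhx1-KO does not check the knockout label. Hnrnpa1 itself (chromosome 15, 103240432 to 103246692) held no peak in the 46C-Ctrl lists and 1 hnRNPA1 peak in Zhx1-KO, over coding sequence at 103242997 to 103243346.

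The study examined Mef2c, Src and Epas1 as representative genes that ZHX1 and hnRNPA1 might share, and its own follow-up assay found ZHX1 at the Mef2c and Src promoters and not at that of Epas1, with hnRNPA1 present. In that assay Zhx1 loss weakened hnRNPA1 binding at Mef2c and Src only, while its ChIP-seq signal was read as weaker at all 3 genes. Mef2c, a MADS-box transcription factor of the early heart (chromosome 13, 83504034 to 83667080), had no promoter peak in any of the 3 lists. Within the gene, ZHX1 had an intronic peak at 83559867 to 83560094 and Zhx1-KO hnRNPA1 had one at 83615955 to 83616219. The only position at which ZHX1 and control hnRNPA1 peaks overlapped among those named for Mef2c was intergenic, 306 kb upstream (83197468 to 83197741 and 83197517 to 83197780). Its sequence is repeated in the genome, with median 32-base copy numbers of 58 and 97. At Src, a tyrosine kinase gene, the control hnRNPA1 list had a promoter peak over the 5′ end (chromosome 2, 157418389 to 157418682, UTR, 0.092 kb from the TSS) and an intronic peak at 157434971 to 157435193. Zhx1-KO hnRNPA1 had no promoter peak there and had intronic peaks at 157446864 to 157447100 and 157461002 to 157461248. ZHX1 had 1 intronic and 1 coding peak within Src. A further ZHX1 peak lay upstream of Src at 157413216 to 157413644, 5.01 kb from the TSS. At Epas1, which encodes the hypoxia-inducible factor HIF-2α, ZHX1 had a peak over coding sequence (chromosome 17, 86823694 to 86823921), 0.525 kb from an internal TSS and so a promoter peak by the rule used here. The control hnRNPA1 peak in Epas1 was intronic at 86799081 to 86799459, and Zhx1-KO hnRNPA1 had a promoter peak in the first part of the gene at 86755019 to 86755415 and an intronic one at 86780537 to 86780798. No ZHX1 and hnRNPA1 peaks overlapped at Src or Epas1. A missing peak in 1 library of unknown depth and threshold does not show missing binding. The lists therefore do not test the follow-up assay or the ChIP-seq signal at these genes. The study's genome-wide signal implied weaker hnRNPA1 binding without Zhx1, and signal was not analysed here.

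**Figure D1:**
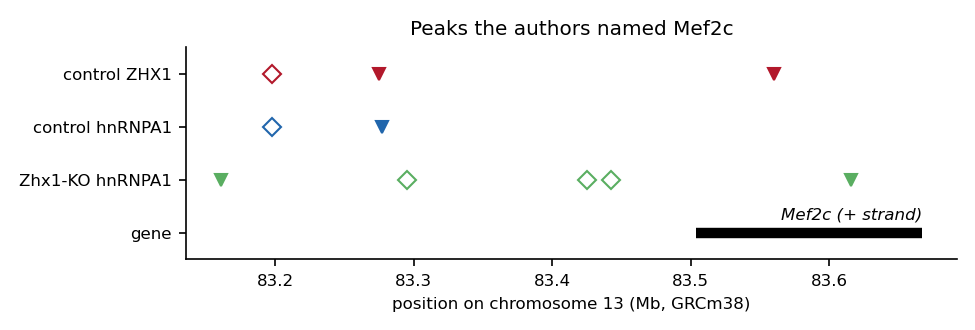
Peaks that the deposited lists name Mef2c, by position on chromosome 13 (Mb, GRCm38), for the 3 libraries, with the gene as a black bar; filled triangles are peaks with a median 32-base copy number below 2 and open diamonds those with 2 or more. Only the multi-copy pair 306 kb upstream is shared, and no peak lies at the start of the gene.

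The Zhx1-KO hnRNPA1 list was the longest and chromosome 11 the most densely covered autosome. It held 51545 peaks, 3.52 times the 14662 of control hnRNPA1, and ZHX1 had 23244. Covered length was 15636 kb in Zhx1-KO hnRNPA1, 4174 kb in control hnRNPA1 and 6804 kb in ZHX1, which is 0.591%, 0.158% and 0.257% of the genome. Median widths were alike at 271, 257 and 259 bp. On chromosome 11 there were 40.8 Zhx1-KO hnRNPA1 peaks per Mb against 17.4 to 23.3 on the other autosomes, 10.9 against 4.46 to 6.75 for control hnRNPA1, and 15.2 against 7.59 to 10.8 for ZHX1. Chromosome X had 6.21, 1.00 and 1.87 peaks per Mb in the same order. Without depth or a peak score, the length of a list does not measure how much hnRNPA1 was bound.

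**Figure D2:**
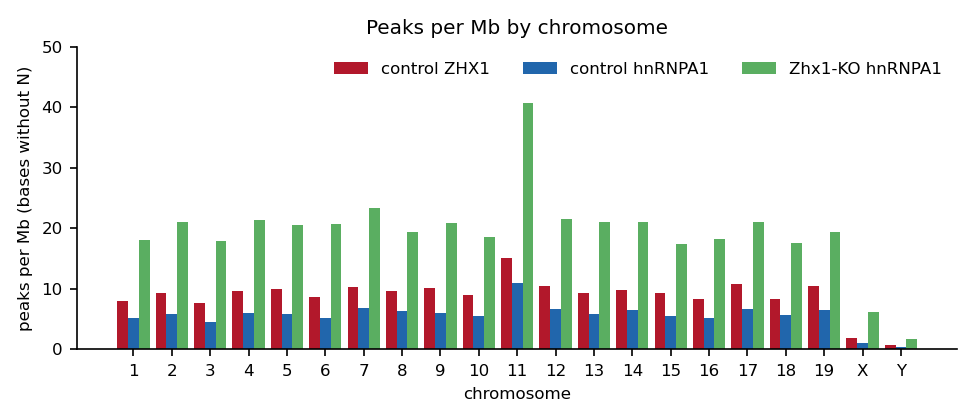
Peaks per Mb of sequence without N on each chromosome, with 1 bar per library. Chromosome 11 stands at 15.2, 10.9 and 40.8 peaks per Mb for control ZHX1, control hnRNPA1 and Zhx1-KO hnRNPA1, above every other autosome in each list.

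The first comparison asked whether ZHX1 and hnRNPA1 sat at the same places in 46C-Ctrl. Promoters with overlapping peaks of both included that of Foxa2, a forkhead factor of endoderm and midline, where the peaks lay over coding sequence (chromosome 2, 148044305 to 148044730 for ZHX1 and 148044384 to 148044606 for hnRNPA1). Among the widest such hnRNPA1 peaks without a Zhx1-KO peak were Olfr412, an olfactory receptor gene (chromosome 11, 74366279 to 74366988, downstream of the gene), Cacna2d2, a calcium channel subunit gene (chromosome 9, 107507745 to 107508262, intron), Scaf4, an SR-related gene (chromosome 16, 90229450 to 90229889, CDS), and Sfi1, a centrosome gene (chromosome 11, 3144656 to 3145143, CDS). Accs and Coro7 also belonged to these, as did Gm7945, Zfp988, Gm17079 and E330021D16Rik, whose sequence occurs in 9, 6, 3 and 2 copies. Regulators of chromatin and development at such promoters, chosen after their values were seen, were Hoxd3, Cux2, Bcl11b, Uhrf1, Ehmt2 and Chd3.

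In all, 604 of the 14662 control hnRNPA1 peaks overlapped a ZHX1 peak (4.12%, 3.81 to 4.45%), against 81.9 on average and at most 110 in random placements, a 7.38-fold excess (6.82 to 7.98). From the other side, 605 ZHX1 peaks (2.60%) overlapped a control hnRNPA1 peak. Most peaks were thus not shared: 92.3% of control hnRNPA1 and 93.5% of ZHX1 peaks overlapped neither other list. Shared positions lay mostly in sequence that recurs in the genome. A median copy number of 2 or more was found for 64.4% of the hnRNPA1 peaks with a ZHX1 peak (60.5 to 68.1%) and for 22.7% of those without (22.0 to 23.4%). Among the 11078 hnRNPA1 peaks below 2 copies, 215 overlapped a ZHX1 peak (1.94%), 3.37-fold over random placement. These placements were not limited to sequence below 2 copies.

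**Figure D3:**
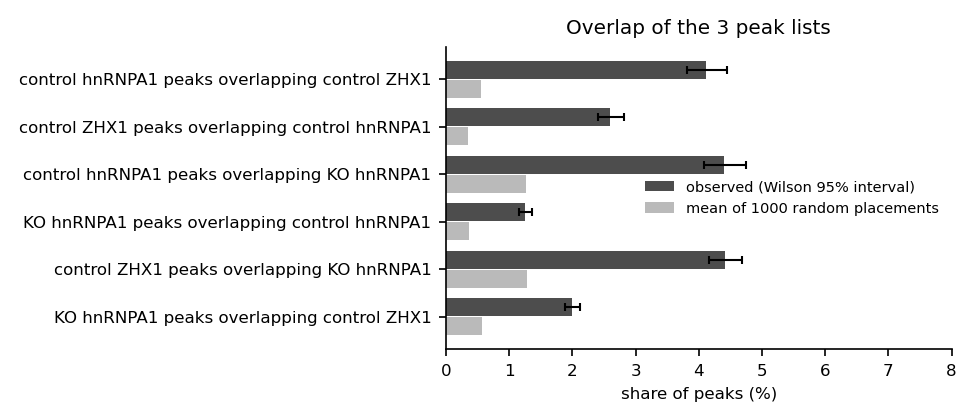
Share of the peaks of one list that overlap a peak of another by at least 1 bp (dark bars, with Wilson 95% intervals) and the mean share over 1000 random placements (light bars), in percent. Every observed share lies above its random mean, and none exceeds 4.42%.

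The next comparison set hnRNPA1 in Zhx1-KO against hnRNPA1 in 46C-Ctrl. Positions held by all 3 lists, chosen after their values were seen, included 1 in an intron of Nebl, which encodes the Z-disc protein nebulette (control hnRNPA1 peak at chromosome 2, 17651879 to 17652156, median copy number 625), 1 near the homeobox gene Evx2 (chromosome 2, 74657589 to 74657811), positions named for Sfi1 and Sp110, and several in the vomeronasal receptor and zinc finger gene clusters. At Smtn, a smooth muscle cytoskeleton gene, control and Zhx1-KO hnRNPA1 shared an intronic position (chromosome 11, 3519674 to 3519992 and 3519639 to 3519922). Of the control hnRNPA1 peaks 646 overlapped a Zhx1-KO peak (4.41%, 4.09 to 4.75%), against 187 in random placements, a 3.46-fold excess (3.20 to 3.73). The other 14016 did not, although the Zhx1-KO list was the longer one, and only 647 Zhx1-KO peaks (1.26%) overlapped a control hnRNPA1 peak. ZHX1 peaks of 46C-Ctrl overlapped Zhx1-KO hnRNPA1 peaks about as often, with 1027 peaks (4.42%, 4.16 to 4.69%) and 3.45-fold over random. Without a second control library, how many peaks would recur with Zhx1 present is unknown, so 14016 is not a count of sites lost through the knockout. The excess fell to 1.39-fold for control hnRNPA1 peaks below 2 copies. Their random placements could still land in multi-copy sequence, so part of this fall may come from the placement.

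Control hnRNPA1 peaks with and without a ZHX1 peak were then compared for how often they were found again in Zhx1-KO. At Foxa2, Scaf4, Cacna2d2 and Olfr412 the shared peak had no Zhx1-KO counterpart, and the same held for 54 of the 62 shared positions centred at a promoter. Among the 8 promoter positions kept were those of Evx2, Smarca5, C130026I21Rik and Gm10772, chosen after their values were seen. Over all positions, 117 of 604 hnRNPA1 peaks with a ZHX1 peak were found again in Zhx1-KO (19.4%, 16.4 to 22.7%) and 487 were not. Of 14058 hnRNPA1 peaks without a ZHX1 peak, 529 were found again (3.76%, 3.46 to 4.09%). Peaks at ZHX1 positions were thus kept more often, by 15.6 percentage points, and this was so in 10 of 10 width deciles, with differences of 5.43 to 22.1 points. Below 2 copies the shares were 10.2% (6.85 to 15.0%) and 1.64% (1.42 to 1.89%), and at promoters they were 12.9% (6.69 to 23.4%) and 3.33%. Of the shared promoter positions, 3 of 42 below 2 copies and 5 of 20 multi-copy ones were kept. How often either kind of peak recurs with Zhx1 present is unknown, so the difference does not test whether hnRNPA1 binding depends on Zhx1.

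**Figure D4:**
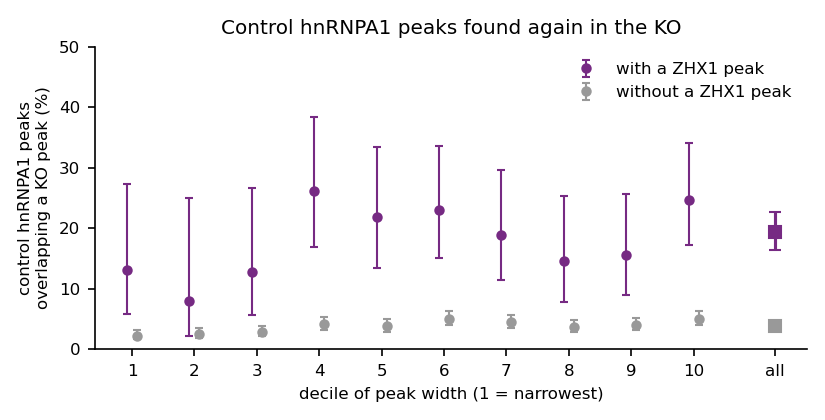
Share of control hnRNPA1 peaks that overlap a Zhx1-KO hnRNPA1 peak (%), for peaks with (purple) and without (grey) a ZHX1 peak, by decile of peak width and over all peaks (squares), with Wilson 95% intervals; deciles 1 to 3 hold only peaks of 223 bp, the smallest width. Purple lies above grey in 10 of 10 deciles and stands at 19.4% against 3.76% over all peaks.

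Counted by gene, the promoters of Nebl, Foxa2, Cdh5, Rpl17, Hist1h2bh and Hist1h3f carried both control peaks and no Zhx1-KO peak, while Cacna1c and Vwf carried peaks of all 3. Most of these pairs did not overlap. Hist1h2bh and Hist1h3f were counted from the same ZHX1 and hnRNPA1 peaks, with median copy numbers of 12 and 30. At Cdh5, which encodes VE-cadherin, the ZHX1 peak (chromosome 8, 104102557 to 104102784) and the hnRNPA1 peak (104110486 to 104110943) lay in different intronic places near different TSS. At Cacna1c, the L-type calcium channel gene, the promoter peaks of ZHX1 (chromosome 6, 119108826 to 119109053), control hnRNPA1 (119108106 to 119108345) and Zhx1-KO hnRNPA1 (119107066 to 119107294) stood side by side. At Vwf, the von Willebrand factor gene, the 3 promoter peaks were likewise apart. A control hnRNPA1 peak at Vwf (chromosome 6, 125634451 to 125634815) had a median copy number of 30.

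Of 21951 protein-coding genes, 2652 had a ZHX1 promoter peak, 1485 a control hnRNPA1 peak and 4603 a Zhx1-KO hnRNPA1 peak. Both control peaks were present at 336 genes, against 179 for independent lists and 200.1 expected when gene length and promoter CpG number were held constant, a ratio of 1.68 that fell to 1.12 over gene bodies. Of these 336 genes, 210 had no Zhx1-KO peak (62.5%, 57.2 to 67.5%) and 126 had one. The share without one depended on the rule, at 71.8% within 1 kb of a TSS, 17.0% over gene bodies and 10.3% by deposited names. Genes with a control hnRNPA1 peak and no ZHX1 peak lacked a Zhx1-KO peak in 68.8% of cases, and all genes did in 79.0%. A further 3405 genes had a promoter peak in Zhx1-KO only. Control and Zhx1-KO hnRNPA1 shared 485 genes, 1.56 times the number for independent lists. With gene length and promoter CpG number held constant the ratio was 1.38, and it fell to 1.09 over gene bodies.

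Heart regulators had no promoter peak in control hnRNPA1 and many in Zhx1-KO, the longer list, a difference that was not tested. Of 36 cardiac progenitor regulators, none had a control hnRNPA1 promoter peak (random median 2, percentile 4.21, within the central 95%). Control hnRNPA1 peaks did lie over the gene bodies of Tbx5, Fgf10, Myocd, Casz1, Zfpm2 and Smyd1, chosen after their values were seen. A Zhx1-KO promoter peak was present at 15 (random median 9, percentile 98.9), and a ZHX1 one at 7 (percentile 77.9). In 13 regulators the Zhx1-KO peak was the only promoter peak (percentile 99.5). These included Tbx5 (chromosome 5, 119836730 to 119836953, CDS), Hand2 (chromosome 8, 57321405 to 57322263, CDS), Gata4 (chromosome 14, 63244568 to 63244852, intron) and Tbx3 (chromosome 5, 119680364 to 119680724, CDS), all transcription factors of heart development. The 7 with a ZHX1 peak, chosen after their values were seen, were Nkx2-5, Gata6, Tbx2, Fgf10, Srf, Irx5 and Bmp4. With equal list lengths the Zhx1-KO percentile of the regulators was 94.9, within the central 95%. Of 34 contractile and calcium handling genes, 7 had a control hnRNPA1 promoter peak (random median 2, percentile 99.4), 12 a Zhx1-KO peak (percentile 96.8) and 5 a ZHX1 peak (percentile 70.8). The 7 were Tnnt2, Myl3, Actn2, Csrp3, Myom1, Nebl and Cacna1c, of which only Myom1 and Cacna1c also had a Zhx1-KO promoter peak. Only a Zhx1-KO promoter peak was present at 8, among them Tnni3 (chromosome 7, 4519144 to 4519437, CDS), Myl4, Tpm1 and Ttn, genes of the sarcomere.

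Genes of RNA processing also carried promoter peaks in Zhx1-KO, in a comparison not matched on TSS number or chromosome. Of 36 hnRNP and splicing factors, 20 had one (random median 11, percentile 99.8), against 1 for control hnRNPA1 (Srsf1, percentile 13.9) and 7 for ZHX1 (percentile 66.8). In 14 it was the only promoter peak, among them Hnrnpa3 (chromosome 2, 75658585 to 75658828, upstream), Hnrnpab (chromosome 11, 51606420 to 51606643, CDS), Hnrnpdl (chromosome 5, 100039238 to 100039475, UTR) and Hnrnpk (chromosome 13, 58400977 to 58401405, UTR). Ribosomal protein genes, also broadly expressed, did not stand apart, with 15 of 84 in Zhx1-KO (percentile 37.8), 2 for control hnRNPA1 and 10 for ZHX1. Rpl37a, Rpl11, Rpl5 and Rpl6 were among those with a Zhx1-KO peak only. Of 99 histone genes, 17 had a Zhx1-KO peak (percentile 48.9), 3 a control hnRNPA1 peak and 7 a ZHX1 peak (percentile 3.77), with H2al2a, Hist2h4, H2afz and H1foo in the Zhx1-KO only class.

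ZHX1 promoter peaks were more frequent than in random lists at genes of endoderm, endothelium and neural tissue. Of these, only the endoderm result held in every alternative run. Endoderm genes had 5 of 12 (random median 1, percentile 99.4), which were Sox17, Foxa2, Gata6, Cxcr4 and Hhex. Endothelial genes had 6 of 20 (random median 2, percentile 98.8), among them Cdh5, Tal1 and Sox18, and neural genes had 5 of 14 (random median 2, percentile 97.6), among them Pax6, Neurog1, Otx2 and Tubb3. All of these were chosen after their values were seen, except Foxa2 and Cdh5. Mesoderm and primitive streak genes had 6 of 23 (percentile 95.6), and 3 of the 6 Zhx family and NF-Y genes had a peak (percentile 95.4). Wnt pathway genes were the reverse, with a ZHX1 peak at 1 of 27, Wnt3a (random median 5, percentile 2.23), and Zhx1-KO hnRNPA1 peaks at 4 (percentile 2.85, within the central 95%), including Ctnnb1, Axin2 and Wnt11. The ZHX1 result for Wnt genes was lost in most alternatives, with percentiles of 61.5 over gene bodies and 81.3 by the deposited names. It stayed outside the central 95% with equal list lengths (1.60) and without peaks that overlapped both other lists (2.245).

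Genes of the other cell types a differentiating culture or its feeder cells could hold were counted in the same way. Fibroblast and feeder genes had no promoter peak in either control list and 5 of 14 in Zhx1-KO (percentile 94.0), with Col3a1, Vim, Fn1 and Twist1 (chromosome 12, 33957570 to 33958366, CDS) among them. Smooth muscle genes had 1, 1 and 5 of 13 in ZHX1, control hnRNPA1 and Zhx1-KO (percentile 94.2 for the last), including Tagln, Smtn and Myocd in Zhx1-KO only. Endothelial Pecam1, Erg and Emcn, mesodermal Lhx1, Lefty1 and Aplnr, endodermal Afp and Hnf4a and neural Map2 had a promoter peak in Zhx1-KO only. In Zhx1-KO the endothelial, mesoderm, endoderm and neural lists stayed within the central 95%. Pluripotency genes had 2, 0 and 4 of 20, the last being Klf2 (chromosome 8, 72319499 to 72320165, CDS), Klf4, Klf5 and Tbx3. The TGF-beta and Smad list had 7, 3 and 11 of 29, all within the central 95%, with the receptor genes Acvr1b, Acvr2a, Acvr2b and Bmpr1a in Zhx1-KO only.

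Of the 48 pairs of a list and a library, 8 fell outside the central 95% of random lists, against a nominal 2.4 by chance. That number is only a rough guide, because 2% of random gene lists fell outside in the simulated data and some lists share genes. One of the 8 was the negative control: olfactory receptor genes had 30 control hnRNPA1 promoter peaks of 1135 (random median 46, percentile 0.135), so matching on length and CpG did not remove every difference between gene classes. Olfactory receptors had 58 ZHX1 and 127 Zhx1-KO peaks (percentiles 11.2 and 49.2), with Olfr155, Olfr1349, Olfr412 and Olfr209 holding both control peaks only. The endoderm and olfactory receptor results stayed outside the central 95% in all 8 alternatives, and the other 6 were less stable. Equal list lengths left control hnRNPA1, the shortest list, unchanged, so that alternative could not move the olfactory receptor or contractile results. Wnt genes moved inside in 6 of the 8 alternatives (61.5 over gene bodies), neural genes in 5 (50.1 with the wider 50% of peaks) and cardiac regulators in Zhx1-KO in 5 (91.4 to 95.5). Contractile genes did so in 4 (72.0 with the wider 50% of peaks), endothelial genes in 3 (83.1 over gene bodies) and hnRNP genes in 1 (59.8 with the deposited gene names).

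**Figure D5:**
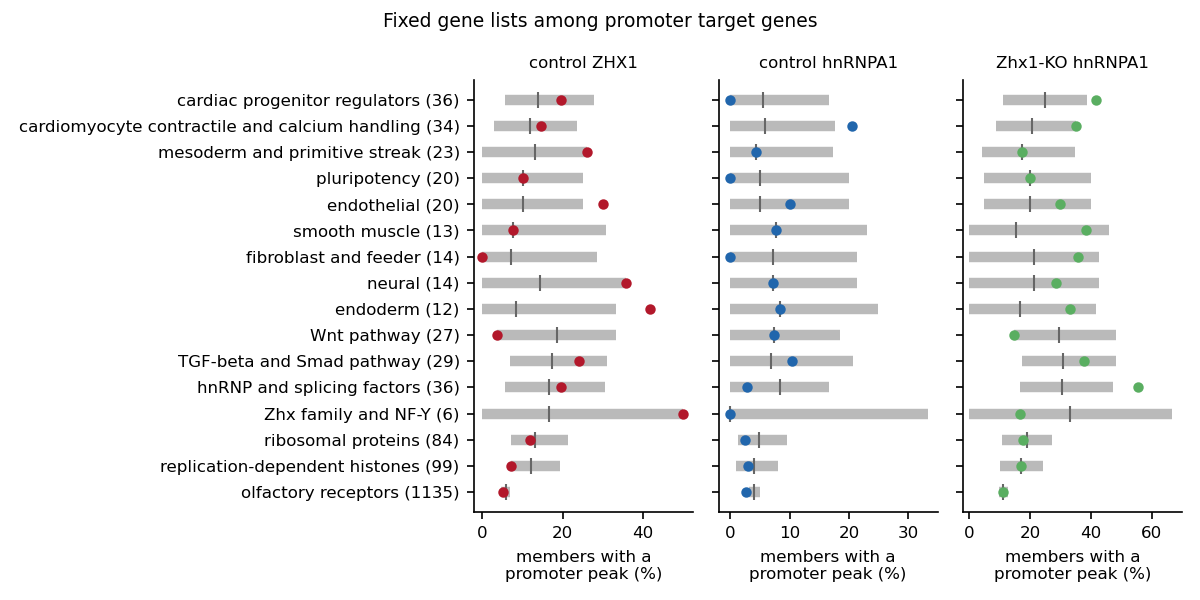
Share of the members of each fixed gene list with a promoter peak (%, dots) in the 3 libraries, with the number of members in parentheses; grey bars span the central 95% of 10000 matched random lists and ticks mark their median. Cardiac progenitor regulators lie at 41.7% in Zhx1-KO hnRNPA1 and at 0% in control hnRNPA1.

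The widest promoter peaks named different genes in each library. For ZHX1 the widest was at Tulp4 (chromosome 17, 6231822 to 6233048, 1227 bp, CDS), in sequence with 3 copies, followed by Sfi1, the potassium channel gene Kcna7, Marcksl1, the glypican gene Gpc1, the coxsackievirus and adenovirus receptor gene Cxadr, Dcaf11, the dynamin gene Dnm2, the inhibitory Smad gene Smad6 and the mitochondrial porin gene Vdac1. For control hnRNPA1 it was at A630095E13Rik (chromosome 9, 36642065 to 36642895, 831 bp, intron), then Nrxn3, Gm17175, Gm7929, Tom1l2, Olfr412, Als2cl with Tmie, Unkl, the U2 snRNP gene Snrpa1 and Abr. For Zhx1-KO hnRNPA1 it was at Trmu (chromosome 15, 85876962 to 85878072, 1111 bp, upstream), then Hs3st2, the homeobox genes Hoxc13 and Gbx2, Adhfe1 with Rrs1, the clock gene Npas2, Lrrc75a with Mmgt2, the zinc transporter gene Slc39a14, Olfr402 and Inpp5j. The peaks at Gbx2, Adhfe1 and Lrrc75a overlapped a ZHX1 peak of 46C-Ctrl. Phospho1 and Chil3 were also among the widest in Zhx1-KO only.

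All 3 lists were enriched at promoters and exons. Of ZHX1 peaks 11.3% were centred at a promoter, 1.57-fold over random placement, of control hnRNPA1 9.86% (1.36-fold) and of Zhx1-KO hnRNPA1 9.67% (1.34-fold). Exons outside promoters held 4.79%, 5.18% and 5.12%, or 1.36, 1.47 and 1.45-fold. Introns held 37.0%, 38.7% and 36.4%, and intergenic sequence 46.9%, 46.3% and 48.9%. With all copy numbers pooled, control hnRNPA1 peaks with a ZHX1 peak were at promoters about as often (10.3%, 8.09 to 12.9%) as those without (9.84%, 9.36 to 10.3%). Of the 215 shared peaks below 2 copies 42 were at promoters, and of the 389 multi-copy ones 20. Peaks without a ZHX1 peak were not divided in this way, but 1383 of the 14058 were at promoters and 3195 were multi-copy. Even with all 1383 below 2 copies, their promoter share there would lie below 42 of 215. Below 2 copies, shared peaks were thus at promoters more often than the others, which the pooled shares do not show.

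The sequence under the peaks was CpG-rich and poor in G-quadruplex motifs. CpG stood at 14.5 per kb in ZHX1 peaks, 12.4 in control hnRNPA1 and 16.8 in Zhx1-KO hnRNPA1, against 11.9, 11.4 and 13.4 in windows of the same GC content. TAGGG, the DNA form of the hnRNPA1 core site, was present in 35.0% of control hnRNPA1 peaks (34.2 to 35.7%) and 35.8% of their windows, in 35.3% of Zhx1-KO hnRNPA1 peaks against 38.0%, and in 34.5% of ZHX1 peaks against 35.2%. By density TAGGG stood at 1.63 per kb in control hnRNPA1 peaks against 1.64 in their windows, and at 1.72 against 1.69 in Zhx1-KO. G-quadruplex motifs were in 3.90% of control hnRNPA1 peaks against 7.78%, in 5.53% of Zhx1-KO peaks against 9.61% and in 4.78% of ZHX1 peaks against 8.02%. CCAAT was as frequent as in the windows for ZHX1 (0.999-fold) and control hnRNPA1 (0.998-fold) and slightly more frequent in Zhx1-KO hnRNPA1 (1.05-fold). Against windows not matched on GC, the TAGGG ratio rose above 1 in all 3 lists and the G-quadruplex ratio did so in Zhx1-KO hnRNPA1. Against the same windows the CCAAT ratio of Zhx1-KO hnRNPA1 fell to 0.967.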

Values the study reported

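The study reported 2641 genes targeted by both ZHX1 and hnRNPA1 in 46C-Ctrl cells, and hnRNPA1 binding that was impeded on 1899 genes once Zhx1 was lost. By RNA-seq it reported 1788 genes higher and 1472 genes lower after Zhx1 knockout. It counted 120 shared targets among the genes that went down.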

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

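The tests with local moves, the deposited order, the deposited gene names, positions in all 3 lists and multi-copy peaks were chosen after the results were seen. No paired analysis was possible because each group has 1 library. Every overlap stayed above random placement and the difference in kept peaks stayed above 0 (8.11 to 18.2 points) in each alternative run. The overlap of ZHX1 and control hnRNPA1 was 10.6-fold with 50% of the shorter peak overlapped, 3.44-fold for centres within 1 kb, 10.5-fold for the wider 50% of peaks, 8.86-fold for equal list lengths, 5.32-fold against moves of 1 to 50 kb, 15.8-fold in the first 50% of the deposited order and 3.37-fold without multi-copy hnRNPA1 peaks. For control and Zhx1-KO hnRNPA1 it was 4.45, 2.06, 4.09, 4.06, 2.70, 6.36 and 1.39-fold in the same order. Random placements for the last of these settings could still land in multi-copy sequence, so its folds are not fully matched. The difference in kept peaks was 8.11 points with equal list lengths and 8.59 points without multi-copy peaks. Genes with both control peaks numbered 170 within 1 kb of a TSS, 930 within 5 kb, 2540 over gene bodies, 118 with the wider 50% of peaks and 4388 by the deposited names (protein-coding genes only), and wider windows take in more genes by construction. The share of them without a Zhx1-KO peak was 71.8%, 43.3%, 17.0%, 69.5% and 10.3% in that order, and 79.7% with equal list lengths. Gene lists outside the central 95% numbered 5 with the wider 50% of peaks, 5 with equal lengths and 17 by the deposited names. The Wnt percentile for ZHX1 turned to 61.5 over gene bodies and 81.3 by the deposited names. The promoter enrichment was 1.85, 1.44 and 1.61-fold within 1 kb of a TSS for ZHX1, control hnRNPA1 and Zhx1-KO hnRNPA1, and 1.65-fold for ZHX1 and 1.39-fold for Zhx1-KO with the wider 50% of peaks. Against windows not matched on GC, which the peaks exceed in GC, the ratios for the 3 libraries in that order were 1.07, 1.105 and 1.06 for TAGGG, 0.961, 0.809 and 1.06 for the G-quadruplex motif, and 0.939, 0.954 and 0.967 for CCAAT, and TAGGG in the central 200 bp of control hnRNPA1 peaks was 1.01. Except where the window or matching itself shows it, the cause was not tested. Another 33 main values stayed within their set bounds, 40 list percentiles stayed outside the central 95% and 22 moved inside it besides the 2 Wnt values. Some of these could not move. Among them were the ratio of list lengths after merging or halving the lists, and control hnRNPA1 percentiles with equal list lengths.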

Other observations

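The patterns weighed here were seen in the data first. Bounds for each test were set before its value was known, except for the tests on naming by the nearest TSS and on territory length, which were chosen after the result was seen, as were the values below 2 copies and those by deposited order. The deposited gene names followed the nearest curated RefSeq TSS at any distance for 91.2% of ZHX1, 90.9% of control hnRNPA1 and 91.0% of Zhx1-KO hnRNPA1 peaks. The median distance was 34.9, 33.6 and 38.4 kb. By these names Mef2c had 3, 2 and 5 peaks, Src 3, 3 and 3, and Epas1 4, 4 and 6.

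Positions held by all 3 lists included Vmn1r2, Vmn2r29, Vmn2r45 and Vmn2r47 (vomeronasal receptors), Zfp982, Zfp979, Zfp825 and Zfp960 (zinc finger genes), Zscan4b, Obox3 and Dux (genes of early embryos and the germ line), and Rn45s, the ribosomal RNA precursor, all chosen after their values were seen. There were 117 such control hnRNPA1 peaks, of which 81.2% (73.2 to 87.2%) were multi-copy. The multi-copy share was 25.2% for all ZHX1 peaks, 24.4% for all control hnRNPA1, 31.4% for all Zhx1-KO hnRNPA1 and 14.0% for control hnRNPA1 peaks placed at random. Soft-masked repeats made up 37.2%, 35.1% and 42.9% of bases in the 3 lists, against 31.5%, 31.1% and 30.6% in matched windows. Chromosome Y had 0.658, 0.329 and 1.71 peaks per Mb in ZHX1, control hnRNPA1 and Zhx1-KO hnRNPA1, and chromosome X 1.87, 1.00 and 6.21.

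The overlap of ZHX1 and control hnRNPA1 was small but far above random placement. Shared positions were kept in Zhx1-KO more often by 15.6 points, but hnRNPA1 binding that needs Zhx1 stays open, because no second control library gives the share kept with Zhx1 present and the bound set beforehand assumed it equal for both kinds of peak. Sites called with any antibody in either line remain a candidate explanation, since shared peaks were 5.15 times as often found again in Zhx1-KO, and so does sequence with several copies, whose share was 2.83 times as high in shared peaks. The difference was still 8.59 points below 2 copies, so peaks scored as multi-copy do not carry all of it. The score is a median over the words of a peak, counted in the assembly. A peak below 2 can therefore still hold some repeated sequence, and copies missing from the assembly are not counted. Whether multi-copy sequence is the whole account thus stays open. The promoter share of shared peaks was only 1.04 times as high, which met the bound set against CpG-rich promoters. That share pools copy numbers, so it cannot decide: 42 of the 215 shared peaks below 2 copies were at promoters, against 20 of the 389 multi-copy ones. Below 2 copies, shared peaks were at promoters more often than the others. Even all 1383 promoter peaks without a ZHX1 peak would not bring the others to that share. Shared peaks also held more CpG, 17.3 per kb against 12.1 in the others, so CpG-rich promoters stay open. The soft-masked share, 1.46 times as high, lay between the bounds set for and against repeats. Of the 604 shared peaks 487 were not found again, among them those at Foxa2 and Scaf4.

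By the deposited names, 5526 genes were named in both control lists, but only 478 of them (8.65%, 7.94 to 9.42%) had overlapping peaks. When every peak was named anew for its nearest curated TSS, 5599 genes were named for both, and with control hnRNPA1 peaks placed at random 90.9% of that number remained, so naming at any distance may account for most of it. Gene length alone, taken in deciles, gave 73.0% of the 5599, which lay between the bounds set for and against it, and bins of the territory nearest to each TSS gave 90.9%, above the bound for it. Of the 5599 genes 10.0% were not named in Zhx1-KO, and after random placement the share was 9.17%. No biological explanation was tested, and a shared gene name in these lists is not a shared position.

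Chromosome 11 had more peaks per Mb than windows of other autosomes with as many genes, 1.44 times for ZHX1, 1.65 times for control hnRNPA1 and 1.86 times for Zhx1-KO hnRNPA1. The lowest of these, 1.44, lay above the highest value of any other autosome, 1.29, so gene density does not account for it. The excess was present in gene-poor and gene-rich windows alike, from 1.42 to 2.05, and in each of 4 equal parts of the chromosome from 1.32 to 1.89. Within those subsets it was not always particular to chromosome 11, as chromosome 12 stood at 1.42 for ZHX1 and 1.58 for control hnRNPA1 in gene-poor windows and chromosome 14 at 1.45 for control hnRNPA1 in gene-rich windows. The excess on chromosome 11 is consistent with extra copies of chromosome 11 in part of the cells of both lines, a gain known in cultured mouse embryonic stem cells, but this is a hypothesis, since read depth in the inputs was not analysed here.

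Wide control hnRNPA1 peaks overlapped another list 2.31 times as often as peaks of the smallest width (11.3% and 4.90%). A wider peak meets another more easily by width alone, and these shares were not set beside random placement by width. The ratio therefore cannot tell whether narrow peaks lay near a calling threshold. Over random placement, 687 more control hnRNPA1 peaks had a ZHX1 centre within 1 kb and 522 more overlapped a ZHX1 peak, a ratio of surplus peaks of 1.32, while the fold over random placement was lower within 1 kb (3.44) than for overlap (7.38). In the first 10% of the deposited order, whose meaning is not given in the sources used here, 18.7% of control hnRNPA1, 15.9% of ZHX1 and 7.26% of Zhx1-KO hnRNPA1 peaks overlapped either other list.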
